# Intrinsic *Gata4* expression sensitizes the aortic root to dilation in a Loeys-Dietz syndrome mouse model

**DOI:** 10.21203/rs.3.rs-4420617/v1

**Published:** 2024-06-05

**Authors:** Emily E. Bramel, Wendy A. Espinoza Camejo, Tyler J. Creamer, Leda Restrepo, Muzna Saqib, Rustam Bagirzadeh, Anthony Zeng, Jacob T. Mitchell, Genevieve L. Stein-O’Brien, Albert J. Pedroza, Michael P. Fischbein, Harry C. Dietz, Elena Gallo MacFarlane

## Abstract

Loeys-Dietz syndrome (LDS) is an aneurysm disorder caused by mutations that decrease transforming growth factor-β (TGF-β) signaling. Although aneurysms develop throughout the arterial tree, the aortic root is a site of heightened risk. To identify molecular determinants of this vulnerability, we investigated the heterogeneity of vascular smooth muscle cells (VSMCs) in the aorta of *Tgfbr1*^*M318R*/+^ LDS mice by single cell and spatial transcriptomics. Reduced expression of components of the extracellular matrix-receptor apparatus and upregulation of stress and inflammatory pathways were observed in all LDS VSMCs. However, regardless of genotype, a subset of *Gata4*-expressing VSMCs predominantly located in the aortic root intrinsically displayed a less differentiated, proinflammatory profile. A similar population was also identified among aortic VSMCs in a human scRNAseq dataset. Postnatal VSMC-specific *Gata4* deletion reduced aortic root dilation in LDS mice, suggesting that this factor sensitizes the aortic root to the effects of impaired TGF-β signaling.

Thoracic aortic aneurysms are localized vascular dilations that increase the risk of fatal dissections and/or rupture of the vessel wall^1^. Effective medical therapies to prevent life-threatening aortic events remain elusive^2^. Loeys-Dietz syndrome (LDS) is a hereditary connective tissue disorder that presents with highly penetrant aortic aneurysms^3,4^. LDS is caused by heterozygous, loss-of-function mutations in positive effectors of the TGF-β signaling pathway, including receptors (*TGFBR1, TGFBR2)*, ligands (*TGFB2, TGFB3*) and intracellular signaling mediators (*SMAD2, SMAD3*)^5–9^. All of these mutations result in reduced phosphorylation/activation of Smad2 and Smad3, leading to defective Smad-dependent transcriptional regulation. Secondary compensatory mechanisms, including upregulation of Angiotensin II Type I Receptor (AT1R) signaling, and increased expression of TGF-β ligands and Smad proteins, ultimately elevate levels of Smad2/Smad3 activity at diseased aortic sites, with outcomes ranging from adaptive to maladaptive depending on disease progression and cellular context^5,7,10–13^. While LDS-causing mutations heighten aneurysm risk in all arteries, the aortic root is especially vulnerable to disease^14–17^. Several laboratories have highlighted how the cellular composition and/or the mechanical stresses may contribute to the increased risk of disease in this location, however, the molecular determinants of this susceptibility remain unclear^13,18–22^. Additionally, VSMCs are the primary cellular component of the aortic wall, but the heterogeneity of VSMCs within the aorta and its implications for aneurysm are not fully understood. In this study, we investigate the transcriptional heterogeneity of VSMCs in the normal and diseased murine aorta leveraging both scRNAseq and spatial transcriptomics. We identify *Gata4* as a regional factor whose expression is intrinsically elevated in the aortic root and further upregulated in LDS samples. We also show that postnatal deletion of *Gata4* in VSMCs ameliorates aortic root dilation in a murine model of LDS harboring a *Tgfbr1*^*M318R*/+^ genotype.

## Results

### *Tgfbr1*^*M318R*/+^ VSMCs downregulate extracellular matrix components, focal adhesions, and integrin receptors, and upregulate transcripts related to stress and inflammatory pathways.

LDS mouse models expressing a heterozygous missense mutation in *Tgfbr1* (*Tgfbr1*^*M318R*/+^) develop highly penetrant aortic root aneurysms^11,13^. To assess transcriptomic changes associated with vascular pathology in this model, we performed single cell RNA sequencing (scRNAseq) on the aortic root and ascending aorta of control (*Tgfbr1*^+/+^) and LDS mice at 16 weeks of age, resulting in the identification of all of the expected cell types according to well-established expression profiles^23^ (Fig. 1A, B and Supplemental Fig. 1). 

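Single-cell suspensions of the aortic root and ascending aorta from 6 female mice were sequenced as 1 library per mouse, and the sample labels list 4 control and 2 LDS mice. The authors deposited a single matrix with the count of unique molecular identifiers (UMIs, each marking 1 captured transcript) of every gene in every cell barcode, aligned to mm10 and not normalized. A number from 1 to 6 at the end of each barcode separates the libraries. Neither the files analysed here nor the paper's text pairs these numbers with mice, so LDS and control mice were not compared, and values are given for each library or as the range and median over the 6 libraries. A direction found in all 6 libraries holds for both genotypes without knowing which library is which. Between 18218282 and 38105145 UMIs per library were in cells that passed the filter of the paper's methods, and the median per cell lay between 5572 and 9838 UMIs. The cells were normalized with SCTransform v2, integrated over the libraries by reciprocal principal component analysis and clustered at a resolution of 0.25. Of the 15 clusters, those with VSMC markers (Myh11, Acta2, Tagln, Myl9, Cnn1, Smtn and Tpm2) held 10395 cells, those with fibroblast markers (such as Lum, Dpt and Pdgfra) 13523, those with leukocyte markers (such as Ptprc, C1qa and Cd3e) 547 and those with endothelial markers (such as Pecam1 and Cdh5) 507. VSMC-like cells made up 51.4, 32.4, 33.8, 30.8, 59.2 and 44.2% of the cells of libraries 1 to 6 (median 39.0%). Clustering of log-normalized counts without integration gave a median of 39.3%, and removal of cells marked as doublets, which are barcodes that hold a pair of cells, gave 39.3%.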

In consideration of the critical role of VSMCs in the pathogenesis of aortic aneurysm^24,25^, we focused the downstream analysis of LDS-driven transcriptional alterations on this cell type (Supplemental Table 1). Using the Cytoscape^26^ ClueGO^27^ plug-in to leverage gene set enrichment information from multiple databases, we produced a network of functionally related terms and pathways that are differentially enriched among downregulated and upregulated transcripts. (Fig. 1C, D and Supplemental Table 2). The *Tgfbr1*^*M318R*/+^ LDS mutation caused broad downregulation of transcripts related to the maintenance of extracellular matrix-receptor interactions, and integrity of the elastic and contractile function of the aortic wall (Fig. 1C, D, E and Supplemental Table 2). Concurrently, pathways involved in cellular stress responses, inflammation, senescence, and cell death were enriched among transcripts upregulated in *Tgfbr1*^*M318R*/+^ VSMCs (Fig. 1C, D, E and Supplemental Table 2). Additional analysis of transcription factor target databases (ENCODE^28^ and Chromatin Immunoprecipitation Enrichment Analysis (ChEA) via EnrichR^29–32^) showed that LDS-downregulated transcripts were enriched in targets of NFE2L2 (nuclear factor erythroid 2-related factor 2, also known as Nrf2), a transcription factor that activates expression of cytoprotective genes and suppresses expression of proinflammatory mediators^33–35^ (Fig. 1F and Supplemental Table 2). Targets of the upstream stimulatory factor (USF) family, which can modulate the expression of smooth muscle specific genes were also enriched among downregulated transcripts^36–39^ (Fig. 1F and Supplemental Table 2). Conversely, target genes for GATA transcription factors and CCAAT enhancer binding protein delta (CEBPD), a positive transcriptional regulator of inflammatory responses mediated by interleukin-1 (IL-1) and IL-6^40–43^, were enriched among transcripts upregulated in LDS VSMCs (Fig. 1G and Supplemental Table 2).

### Spatial transcriptomic analysis of the murine aorta reveals region- and disease-specific patterns of expression for modulators of VSMC phenotypes.

Given the regional vulnerability observed in LDS aortas, we leveraged insight gained from the literature and scRNAseq analysis of the aorta of control and *Tgfbr1*^*M318R*/+^ mice to design a custom panel for high throughput in situ hybridization using the Multiplexed error-robust fluorescence in situ hybridization (MERFISH) spatial transcriptomics platform (Supplemental Table 3). Analysis of a longitudinal section of the proximal aorta of 16-week-old control and LDS mice showed regionally defined expression of several transcripts involved in the modulation of vascular phenotypes (Fig. 2 and Supplemental Fig. 2). Transcripts more highly detected in the aortic root of LDS mice relative to the ascending aorta included *Agtr1a*, which codes for angiotensin II receptor type 1a, a known contributor to LDS pathogenesis, and *Gata4*, which codes for a transcription factor known to positively regulate *Agtr1a* expression in the heart^44,45^. CCAAT enhancer binding protein beta (*Cebpb*), a pro-inflammatory mediator^46^, and maternally expressed gene 3 (*Meg3*), a long non-coding RNA (lncRNA) that negatively regulates TGF-β signaling and promotes VSMC proliferation^47–50^, were also enriched in this region. In contrast, expression of cardiac mesoderm enhancer-associated noncoding RNA (*Carmn*), a positive regulator of VSMC contractile function that is downregulated in vascular disease, and expression of *Myh11*, a marker of differentiated VSMCs, was enriched in the distal ascending aorta, a region that is only mildly affected in LDS mouse models^49,51–53^.

### Expression of cluster-defining transcripts for the VSMC2 and VSMC1 subclusters correlates with the proximal-to-distal axis of the mouse and human aorta.

To examine if the spatial VSMC heterogeneity observed with MERFISH could be captured by scRNAseq, we increased the clustering resolution for VSMCs, thus obtaining two subclusters, VSMC1 and VSMC2. 

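The 10395 VSMC-like cells were normalized and integrated again, with the 248 genes of the gene and marker lists, among them the transcripts that the paper's text names for the subclusters, left out of the variable features, so that none of them defined a subcluster. Other genes took part, including some named below. At a resolution of 0.05, the graph gave exactly 2 subclusters of at least 5% of the cells. The larger held 8390 cells (80.7%) and the smaller 1717 (16.5%), and they were named VSMC1-like and VSMC2-like after Tes, Ptprz1, Enpep and Notch3. A further 271 cells with high Rgs5 and 17 cells with cardiomyocyte transcripts formed subclusters of their own and were left out of the comparison. VSMC2-like cells were 11.4, 21.0, 13.1, 21.6, 15.6 and 20.3% of the VSMC-like cells of libraries 1 to 6, with 95% exact binomial intervals (Clopper-Pearson) from 9.91% to 13.0% in library 1 and from 19.8% to 23.5% in library 4, the lowest and the highest share. These intervals cover counting error alone, since the cells were not replicates. The median share was 17.9%, and 21.3% with all genes kept, an alternative added after the data were seen. Over all genes, those left out of the clustering included, the transcripts that led the VSMC2-like subcluster were Thbs1, Pgam2, Cygb, Gja4, Apoe, Olfr558, Ndufa4l2, Pln, Sncg and Col8a1. Cells marked as doublets were 9.84% of VSMC2-like and 1.75% of VSMC1-like cells. In libraries 1, 4 and 6, where the marks are the calls of scrublet, they were 10.5% and 0.286%, and in libraries 2, 3 and 5, where they are the 5% of cells with the highest scores, 9.30% and 2.80%.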

We then examined these two VSMC subclusters for expression of transcripts our laboratory has previously shown to progressively increase (i.e. *Tes* and *Ptprz1*) and decrease (i.e. *Enpep* and *Notch3*) along the proximal-to-distal axis in the mouse ascending aorta^54^. VSMC1 and VSMC2 showed increased expression of transcripts whose expression is intrinsically enriched in the ascending aorta and the aortic root, respectively^54^ (Fig. 3A, B and Supplemental Table 4). 

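Expression was summed over the cells of each subcluster within each library and given in CPM, the share of a gene among all UMIs of the sum, with coordinates of mm10 from GENCODE M21. Tes (ENSMUSG00000029552, chromosome 6 from 17065149 to 17105828) had a median of 115 CPM in VSMC1-like and 10.6 CPM in VSMC2-like cells, a median log2 ratio of VSMC2-like over VSMC1-like of -3.54. The log2 ratio of Ptprz1 (ENSMUSG00000068748, chromosome 6 from 22875502 to 23052916) was -2.03, from 200.0 to 51.9 CPM. Enpep (ENSMUSG00000028024, chromosome 3 from 129269175 to 129332720) rose from 17.8 to 137 CPM, a log2 ratio of 3.18, and Notch3 (ENSMUSG00000038146, chromosome 17 from 32120820 to 32166852) from 12.3 to 88.3 CPM, a log2 ratio of 2.84. Each of the 4 directions held in all 6 libraries, with ranges of -4.48 to -2.23, -2.48 to -1.42, 2.33 to 3.37 and 2.47 to 3.37. Since these 4 transcripts gave the subclusters their names, their directions are not a test of the names. None of the 4 took part in the clustering, and of the 7701 genes with at least 10 CPM in VSMC-like cells, 961 were higher and 1672 lower in VSMC2-like cells in all 6 libraries, a count that the clustering over all libraries favors and that is not a test of the subclusters. The median log2 ratio over these genes was -0.06. Higd1b, which was on the list of pericyte transcripts, was counted in 110 VSMC2-like and 5 VSMC1-like cells. Without the cells that held a Higd1b or Vtn UMI, the log2 ratio was 3.15 for Enpep and 2.64 for Notch3.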

*Gata4* was also noted among the transcripts that defined the VSMC2 subcluster and whose expression was highest in the aortic root, progressively diminishing along the proximal-to-distal axis in the ascending aorta (Fig. 3C). 

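Gata4 (ENSMUSG00000021944) lies on chromosome 14 from 63198922 to 63271692 on the minus strand of mm10. Its median was 10.8 CPM in VSMC1-like and 36.9 CPM in VSMC2-like cells, and the log2 ratio was 2.09, 2.20, 1.27, 1.34, 1.13 and 1.93 in libraries 1 to 6 (median 1.64). These values rest on 883 UMIs in VSMC1-like and 509 UMIs in VSMC2-like cells. A Gata4 UMI was found in 23.9% of VSMC2-like, 9.11% of VSMC1-like and 0.914% of leukocyte-like cells, which served as the background of free RNA, at median depths of 7032, 7248 and 5172 UMIs per cell. With each cell thinned to 3000 UMIs, the shares were 11.5% (95% exact interval 10.0% to 13.2%), 4.17% (3.74% to 4.64%) and 0% (0 of 449 cells, up to 0.818%). Fibroblast-like cells held 28.1 CPM and endothelial-like cells 11.3 CPM. Over the alternatives, the median log2 ratio of Gata4 moved most when VSMC2-like and VSMC1-like cells were matched on their share of transcripts induced by tissue dissociation, which gave 1.27, and it was 1.95 with log-normalized counts and no integration. The paper reports that transcripts enriched in the ascending aorta were higher in VSMC1 and those enriched in the aortic root higher in VSMC2, and it places Gata4 among the transcripts that define VSMC2 and are highest in the root (Fig. 3C).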

Considering previous work highlighting how cell lineage modulates the effect of LDS-causing mutations^13,55–57^, we explored the relationship between the VSMC2 and VSMC1 subclusters to the secondary heart field (SHF)- and cardiac neural crest (CNC)-lineage of origin (Supplemental Fig. 3). 

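CNC-derived cells carry an EGFP-L10a reporter in some of the mice, and the matrix counts its transcript as the added feature GFP. The labels list the reporter in 2 of the 6 mice, whereas 4 libraries (1 to 4) held at least 100 GFP UMIs in cells that passed the filter and libraries 5 and 6 held 8 and 6. The limit of 100 UMIs was chosen after these values were seen. A GFP UMI was found in 10.5, 12.9, 4.28 and 5.74% of the VSMC1-like cells and in 1.59, 4.12, 1.80 and 3.76% of the VSMC2-like cells of libraries 1 to 4, the latter from 3, 8, 4 and 16 cells. The 95% exact intervals of the subclusters overlapped in libraries 3 and 4 (3.28% to 5.48% against 0.493% to 4.55%, and 4.61% to 7.04% against 2.16% to 6.03%) and not in libraries 1 and 2. After thinning to 3000 UMIs, the shares were 4.05, 3.85, 2.00 and 3.29% in VSMC1-like and 0.535, 1.05, 1.38 and 2.68% in VSMC2-like cells. Over the 4 libraries together, 7.68% of VSMC1-like, 3.01% of VSMC2-like (2.05% to 4.24%) and, as the background of free RNA, 0.800% of leukocyte-like cells (3 of 375, 0.165% to 2.32%) held a GFP UMI, at median depths of 7673, 7490 and 5172 UMIs. After thinning, these shares were 3.24%, 1.69% and 0.328%. Fibroblast-like cells were at 2.44% (1.15% after thinning) and endothelial-like cells at 4.44% (3.55%). The VSMC2-like share lay between these, so it was not above every other cell type. Of the cells of both subclusters with a GFP UMI, 98.0, 92.0, 93.8 and 84.2% were VSMC1-like in libraries 1 to 4, against 88.1, 78.6, 86.3 and 77.7% of all cells of both subclusters. The log2 ratio of GFP CPM in VSMC1-like over VSMC2-like cells was 2.80, 1.78, 1.30 and 0.66 (median 1.54), and the median without each of these libraries in turn ranged from 1.30 to 1.78.

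**Figure D1:**
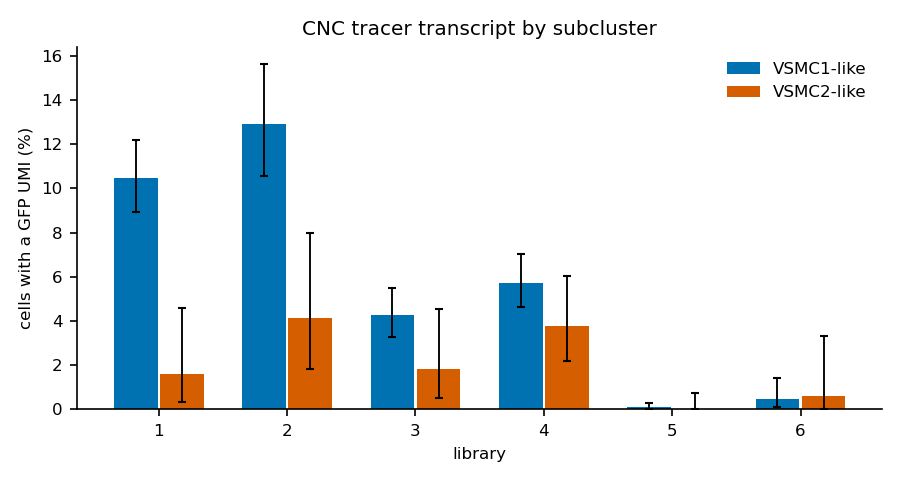
Percent of VSMC1-like (blue) and VSMC2-like (orange) cells with a GFP UMI in each library, with 95% exact binomial intervals as error bars. In libraries 1 to 4 the VSMC1-like share, from 4.28% to 12.9%, is the higher of the pair.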

We found that VSMCs lineage-traced with a fluorescent reporter identifying CNC-derived cells were over-represented in the VSMC1 subcluster (Supplemental Fig. 3A). However, re-analysis of a previously published dataset of SHF- and CNC-traced VSMCs (Supplemental Table 5) showed that VSMC1 and VSMC2 were not defined by lineage of origin, with VSMCs of both lineages found in either VSMC sub-cluster^58^ (Supplemental Fig. 3B). Nevertheless, as would be expected based on the known proximal-to-distal distribution of SHF- and CNC-derived VSMCs, there was overlap between VSMC2-defining and SHF-enriched transcripts (Supplemental Fig. 3B, C and Supplemental Table 4 and 5). To assess if the VSMC substructure identified in murine models was relevant in the context of human aortic disease, we also re-analyzed a recently published scRNAseq dataset of aortic tissue from LDS patients and donor aortas in which the ascending aorta and aortic root were separately sequenced (Fig. 3D and Supplemental Fig. 4)^59^. Subpopulations of VSMCs expressing cluster-defining transcripts analogous to those found in VSMC1 and VSMC2 in mouse aortas could be identified in the human dataset (Fig. 3D and Supplemental Table 6). Although both VSMC1 and VSMC2 were present in human aortic root and ascending aorta, GATA4 expression was highest in the VSMC2 cluster from the aortic root, with no detectable expression in the ascending aorta (Fig. 3D).

### *Gata4*-expressing VSMC2 are intrinsically “poised” towards a less-differentiated, maladaptive proinflammatory transcriptional signature.

To examine the biological features of VSMC1 and VSMC2, and whether they were recapitulated in both murine and patient-derived LDS VSMCs, we used the Coordinated Gene Activity in Pattern Sets (CoGAPS) algorithm to identify latent patterns of coordinated gene expression in the *Tgfbr1*^*M318R*/+^ VSMC mouse dataset^60,61^. Two patterns, transcriptional patterns 4 and 5, were found to be enriched in the VSMC2 and VSMC1 subclusters, respectively, in the *Tgfbr1*^*M318R*/+^ VSMC mouse dataset (Fig. 3E, G, Supplemental Table 4). These same patterns were then projected onto the scRNAseq data of VSMCs from the aorta of LDS patients using ProjectR^62^, revealing a similar enrichment of pattern 4 in VSMC2 and pattern 5 in VSMC1 (Fig. 3E–H, Supplemental Table 4).

As previously observed for transcripts upregulated in *Tgfbr1*^*M318R*/+^ LDS VSMCs, Pattern 4-associated transcripts were enriched for transcriptional targets of GATA family members (ENCODE^28^ and ChEA dataset, analyzed with EnrichR^29–32^, Fig. 3I). 

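In the mouse VSMCs, inflammation and senescence were measured with a list of 20 genes (among them Cdkn1a, Il6, Ccl2, Nfkbia and Icam1), fixed without reference to the expression values, of which 10 had at least 10 CPM in VSMC-like cells. Their median log2 ratio of VSMC2-like over VSMC1-like was 0.76, positive in each of the 6 libraries (0.39 to 1.00). This was higher than every one of 10000 random lists of the same size matched on expression, whose central 95% spanned -0.25 to 0.10. Of the 10 genes, 9 were higher in VSMC2-like cells and 7 were so in all 6 libraries. The largest log2 ratios were those of Gadd45b (1.98) and Vcam1 (1.43). Fibroblast-like cells held 839 CPM of Gadd45b and 461 CPM of Vcam1, against 530 and 131 CPM in VSMC2-like cells. The smallest log2 ratios were those of Nfkbiz (0.04, higher in 3 of 6 libraries) and Cxcl2 (-0.30, lower in 4 of 6). The sign of Cxcl2 was not stable, with 3.10 in library 2, 0.10 with 1 sum over all libraries and 0.08 without integration. Restricting the list to genes of at least 50 CPM gave a median of 1.07 over 5 genes. A list of 23 stress genes known to respond to enzymatic digestion, such as Fos, Jun, Atf3 and Hspa1a, had a median of 0.72, with 20 of its genes higher in all 6 libraries. Between cells matched on their share of these stress transcripts, the inflammation and senescence list had a median of 0.48. Without a part of the VSMC2-like cells that is rich in cells marked as doublets, singled out after the data were seen, it had a median of 0.38 and was positive in 6 of 6 libraries. Matching and removal of this part were not combined.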

Differential gene set enrichment analysis using ClueGO^27^ to compare cluster-defining transcripts for VSMC1 and VSMC2 also showed that, in both mouse and human datasets, VSMC2-defining transcripts were enriched for pathways involved in inflammation, senescence, and cellular stress (Fig. 3J and Supplemental Table 7 and Table 8). In contrast, VSMC1 expressed higher levels of transcripts related to extracellular matrix-receptor interactions and contractile function (Fig. 3J, Supplemental Fig. 4 and Supplemental Table 7 and Table 8). 

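Extracellular matrix (ECM) and receptor transcripts were taken as the collagen, laminin, integrin, fibulin, fibrillin, Ltbp, Lox, Mfap and nidogen families with Eln, Fn1, Hspg2, Tnc and Vtn, 112 genes in the files, of which 57 had at least 10 CPM. Their median log2 ratio was -0.23 and was negative in each of the 6 libraries (-0.48 to -0.10), below all of the random lists matched on expression. In VSMC2-like cells, 41 of the 57 genes were lower, 27 of them in all 6 libraries. Eln fell from 1537 to 461 CPM (log2 ratio -1.75) and Tnc from 13.3 to 3.05 CPM (-2.32), both lower in 6 of 6 libraries. The fall of Tnc was small in libraries 3 (-0.18) and 4 (-0.37), against -1.82 to -2.99 in the rest. In contrast, Col8a1 (3.47) and Fbln2 (1.59) were higher in 6 of 6. Fbln2 was at 392 CPM in fibroblast-like cells, led the doublet-rich part of the VSMC2-like cells together with Pi16 and Cygb, and had a log2 ratio of 1.08 with cells marked as doublets removed. The contractile list of 15 genes, which leaves out Myh11 and Cnn1, had a median of 0.04, at percentile 75.5 of the random lists. Its mean was -0.03, and the median was positive in 4 of 6 libraries (-0.10 to 0.10). In VSMC2-like cells, 8 of its genes were higher and 7 lower. With Myh11 and Cnn1 added, a version chosen after the data were seen, 8 of 17 genes were higher and 9 lower, and the median was -0.02, so the sign of the median rests on the choice of genes. Des (-1.21) and Flna (-0.42) were lower in all 6 libraries, Tpm2 (0.33) was higher in all 6 and Actg2 (0.35) in 4. Clustering of log-normalized counts gave -0.49 for the ECM and receptor list and 0.13 for the contractile list. At the next finer resolution the ECM and receptor list was at -0.07, inside the -0.12 to 0.02 that the random lists spanned in the reported comparison. With all genes kept in the clustering, a version chosen after the data were seen, the contractile median was -0.12. Without the doublet-rich part of the VSMC2-like cells, the medians were -0.64 and 0.16.

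**Figure D2:**
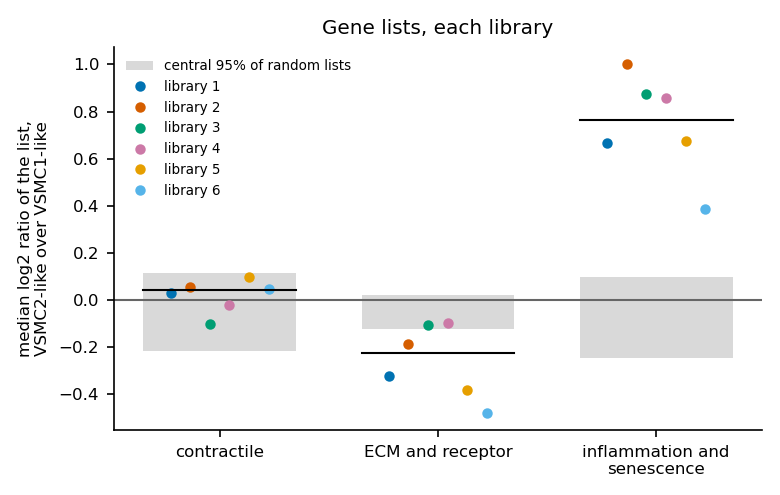
Median log2 ratio of VSMC2-like over VSMC1-like cells for 3 gene lists. Points stand for libraries, black lines for the median of each list over its genes and grey bands for the central 95% of random lists matched on expression, and the inflammation and senescence list is at 0.76, above its band.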

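Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133 of mm10) was at 20.4 CPM in VSMC1-like and 364 CPM in VSMC2-like cells, a median log2 ratio of 4.03 (3.80 to 4.64 over the 6 libraries). Irf1 (ENSMUSG00000018899, chromosome 11 from 53770014 to 53778374) rose from 20.3 to 71.8 CPM, a log2 ratio of 1.76 (1.19 to 2.82). Cxcl1 (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) had medians of 23.3 CPM in VSMC1-like and 81.4 CPM in VSMC2-like cells. The median of its log2 ratios within libraries was 3.23 (0.57 to 3.83), which does not follow from these medians because the libraries differ in level, with its lowest values in libraries 5 (1.00) and 6 (0.57). All 3 were higher in VSMC2-like cells in 6 of 6 libraries. Cxcl1 was more abundant in fibroblast-like (1733 CPM) and leukocyte-like cells (2612 CPM) than in either subcluster. Its log2 ratio was 0.51 in the clustering of log-normalized counts and 1.33 without the doublet-rich part of the VSMC2-like cells, and stayed positive in all 6 libraries under both.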

Network visualization of molecular signatures database (MSigDB) VSMC2-enriched pathways shared by both mouse and human samples (probed with EnrichR^30–32,63,64^) (Supplemental Fig. 5A), and biological terms with shared ClueGO grouping (Fig. 3J and Supplemental Table 7 and Table 8), highlighted the biological connections between these pathways and genes over-expressed in VSMC2 relative to VSMC1 (i.e. *Cxcl1*^65–68^, *Irf1*^69–71^ *Thbs1*^72^, *Gata4*^73^) (Supplemental Fig. 5B). 

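Of the 20 transcripts that the paper's text names as higher in VSMC2 or in VSMC1, all 20 had a median log2 ratio with the named sign and 16 had it in all 6 libraries. The paper named these transcripts with the same libraries, so their signs are not an independent test. The exceptions were Myh11, Tet2, Cebpb and Cebpd. Apart from the 4 transcripts that named the subclusters, 12 of 16 had it in all 6. Myh11 (ENSMUSG00000018830, chromosome 16 from 14194535 to 14291372 of mm10) had 2444 CPM in VSMC1-like and 2165 CPM in VSMC2-like cells, a log2 ratio of -0.13 (-0.36 to 0.03), and was lower in 5 of 6 libraries. Cnn1 (-0.28, 1945 to 1517 CPM) was lower in all 6 and Tet2 (-0.29, 23.7 to 19.2 CPM) in 4. Dcn (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143) had 212 CPM in VSMC1-like, 1046 CPM in VSMC2-like and 14341 CPM in fibroblast-like cells, and its log2 ratio of 2.39 (1.34 to 2.97) was positive in 6 of 6 libraries. The log2 ratios of Tcf21 (3.50), Sox9 (0.58 to 2.75 over the libraries), Klf4 (1.34), Twist1 (0.73) and Malat1 (0.23) were also positive in all 6 libraries. Fibroblast-like cells held 395 CPM of Tcf21, 205 of Sox9, 780 of Klf4 and 104 of Twist1. VSMC2-like cells held 67.1, 28.5, 252 and 78.9 CPM of them, and RNA of fibroblasts was not tested as their source. Malat1, which overlaps Gm27694 on the same strand of the annotation, made up 33568 CPM in VSMC1-like cells. For Olfm2 (0.45), positive in all 6, the values rest on 91 and 28 UMIs. Removal of cells marked as doublets lowered the ratio of Dcn to 1.40, and in the clustering of log-normalized counts it was 0.25 and positive in 5 of 6 libraries. With all genes kept in the clustering, a version chosen after the data were seen, the ratio of Dcn rose to 3.61. Without the doublet-rich part of the VSMC2-like cells, Myh11 had a log2 ratio of 0.03 (higher in 4 of 6), Cnn1 of -0.22 (lower in all 6), Dcn of 0.54, Tcf21 of 1.99 and Sox9 of 0.86 (higher in 5 of 6), and 18 of the 20 transcripts kept the named sign.

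**Figure D3:**
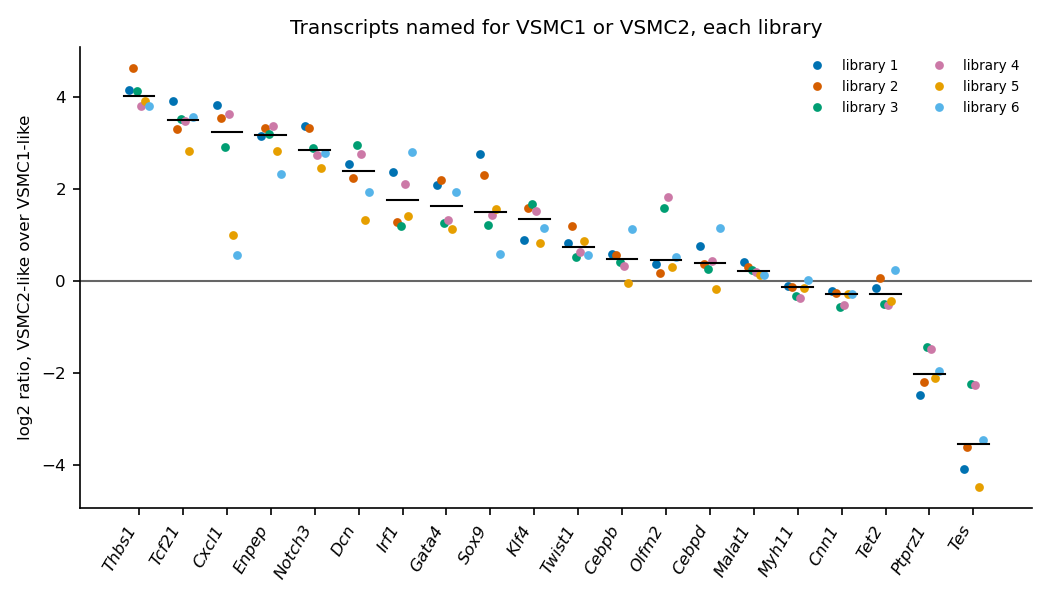
Log2 ratio of VSMC2-like over VSMC1-like cells for the 20 transcripts that the text names for a VSMC subcluster. Colored points stand for the 6 libraries and black lines for the median, which runs from 4.03 for Thbs1 to -3.54 for Tes.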

Overall, in both mouse and human samples, the transcriptional profile of VSMC2 relative to VSMC1 resembled that of less-differentiated VSMCs and included lower expression of *Myh11*, *Cnn1*, and *Tet2*, and higher expression of transcripts associated with non-contractile VSMC phenotypes, including *Klf4*, *Olfm2*, *Sox9*, *Tcf21*, *Malat1*, *Twist1*, and *Dcn*^74–79^.

### *Gata4* is upregulated in the aortic root of *Tgfbr1*^*M318R*/+^ LDS mice.

Based on the analysis described above, and its known role in driving the upregulation of pathways previously involved in aneurysm progression^44,73,80^, Gata4 emerged as a potential molecular determinant of increased risk of dilation of the aortic root in LDS. Although levels of *Gata4* mRNA are intrinsically higher in the aortic root relative to the ascending aorta even in control mice (Fig. 3C), its expression was further upregulated in VSMCs in the LDS aorta, as assessed both by scRNAseq (Supplemental Table 1) and RNA in situ hybridization (Fig. 4A). Given that levels of Gata4 protein are highly regulated at the post-transcriptional level through targeted degradation^73,81,82^, we also examined levels of Gata4 protein in control and LDS aortic samples, and found that protein levels are increased in LDS aortic root, both by immunofluorescence and immunoblot assays (Fig. 4B, C and Fig. 5).

### Postnatal deletion of *Gata4* in smooth muscle cells reduces aortic root dilation in LDS mice in association with reduced levels of *Agtr1a* and other proinflammatory mediators.

To assess whether increased Gata4 levels in aortic root of LDS mouse models promoted dilation in this location, we crossed conditional *Gata4^flox/flox^* mice^83^ to LDS mice also expressing a transgenic, tamoxifen-inducible Cre recombinase under the control of a VSMC specific promoter (*Myh11-Cre*^ER^)^84^, and administered tamoxifen at 6 weeks of age to ablate expression of Gata4 in VSMCs (Fig. 5). VSMC-specific postnatal deletion of Gata4 in LDS mice (*Tgfbr1*^*M318R*/+^; Gata4^SMcKO^) resulted in a reduced rate of aortic root dilation relative to control LDS animals (*Tgfbr1*^*M318R*/+^; Gata4^Ctrl^) (Fig. 6A), and amelioration of aortic root medial architecture relative to control LDS aortas at 16 weeks of age (Fig. 6B). No significant dilation was observed in the ascending aorta of *Tgfbr1*^*M318R*/+^ mice at 16 weeks of age, and Gata4 deletion had no effect on the diameter of this aortic segment (Supplemental Fig. 6). Gata4 deletion in VSMCs also did not associate with changes in blood pressure (Supplemental Fig. 7).

Previous work has shown that Gata4 binds to the *Agtr1a* promoter inducing its expression in heart tissue^44,45^, and that *Agtr1a* is transcriptionally upregulated in the aortic root of LDS mice, resulting in up-regulation of AT1R, which exacerbates LDS vascular pathology^11,13,45^. Accordingly, Gata4 deletion associated with reduced expression of *Agtr1a* in the aortic root of LDS mice (Fig. 7). Similarly, deletion of Gata4 reduced expression of *Cebpd* and *Cebpb* (Fig. 8 and Supplemental Fig. 8), which code for proinflammatory transcription factors regulated by and/or interacting with Gata4 in other contexts^43,46,85,86^, which were highly expressed in VSMC2 relative to VSMC1, and further upregulated in the presence of LDS mutations (Fig. 1, Fig. 2, Supplemental Table 1, Supplemental Table 7).

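In the single-cell libraries, Cebpd (ENSMUSG00000071637, chromosome 16 from 15887286 to 15891031 of mm10) had a median of 326 CPM in VSMC1-like and 419 CPM in VSMC2-like cells, a log2 ratio of 0.40 (-0.17 to 1.15). Cebpb (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) had 528 and 799 CPM, a log2 ratio of 0.49 (-0.05 to 1.13). Both were higher in VSMC2-like cells in 5 of 6 libraries, with library 5 as the exception. The log2 ratio of Cebpd was 0.01 in the clustering of log-normalized counts and -0.01 (higher in 3 of 6 libraries) without the doublet-rich part of the VSMC2-like cells, where that of Cebpb was 0.52. With all genes kept in the clustering, a version chosen after the data were seen, that of Cebpd was 0.84. Fibroblast-like cells had 1122 CPM of Cebpd. The Gata4-deleted aortas were not sequenced in these libraries.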

## Discussion

LDS is a hereditary connective tissue disorder characterized by skeletal, craniofacial, cutaneous, immunological, and vascular manifestations, including a high risk for aggressive arterial aneurysms^4^. It is caused by mutations that impair the signaling output of the TGF-β pathway, leading to defective transcriptional regulation of its target genes^5–9^. Although loss-of-signaling initiates vascular pathology, compensatory upregulation of positive modulators of the pathway results in a “paradoxical” increase in activation of TGF-β signaling mediators (i.e phosphorylated Smad2 and Smad3) and increased expression of target genes in diseased aortic tissue of both LDS patients and mouse models^5,7,10–13^. This secondary upregulation depends, in part, on increased activation of angiotensin II signaling via AT1R, which positively modulates the expression of TGF-β ligands and TGF-β receptors^87^. Whereas upregulation of the TGF-β pathway can have both adaptive and maladaptive consequences depending on disease stage and cellular context^13,54,88–95^, upregulation of AT1R signaling has consistently been shown to be detrimental to vascular health, and both pharmacological (i.e. with angiotensin receptor blockers) and genetic antagonism of this pathway ameliorates vascular pathology in LDS mouse models^87,96–99^.

Even though LDS-causing mutations confer an increased risk of disease across all arterial segments, the aortic root is one of the sites that is particularly susceptible to aneurysm development^14–17^. In this study, we leveraged scRNAseq in conjunction with spatial transcriptomics to investigate the heterogeneity of VSMCs in an LDS mouse model, with the ultimate goal of identifying regional mediators that may drive upregulation of pro-pathogenic signaling in this region. We identify distinct subpopulations of VSMCs characterized by expression patterns that preferentially map to the ascending aorta (VSMC1) and aortic root (VSMC2) in mouse aorta. We also show that the regional vulnerability of the aortic root depends, in part, on higher levels of *Gata4* expression in a subset of VSMCs (VSMC2), which is intrinsically more vulnerable to the effect of an LDS-causing mutation.

Prior to the advent of single-cell analysis tools, which allow precise and unbiased unraveling of cellular identity, the ability to investigate VSMC heterogeneity in the proximal aorta was limited by the availability of experimental approaches to investigate known or expected diversity. In consideration of the mixed embryological origin of the aortic root and distal ascending aorta, earlier work thus focused on understanding how the effect of LDS mutations on VSMCs was modified by the SHF- and CNC lineage of origin. In both mouse models and in iPSCs-derived in vitro models, signaling defects caused by LDS mutations were found to be more pronounced in VSMC derived from SHF (or cardiac mesoderm) progenitors relative to CNC-derived VSMCs^13,57^.

Like SHF-derived VSMCs, *Gata4*-expressing VSMC2 are enriched in the aortic root and are also more vulnerable to the effects of an LDS-causing mutation. They also express a transcriptional signature similar to that of SHF-derived VSMCs (Supplemental Fig. 3). Reciprocally, SHF-derived cells are over-represented in the VSMC2 cluster in our dataset (Supplemental Fig. 3). However, the identity of VSMC2 and VSMC1 is not defined by lineage-of-origin, and SHF- or CNC-derived origin is only an imperfect approximation of the VSMC heterogeneity that can now be assessed via scRNAseq.

Heterogeneity beyond that imposed by lineage-of-origin was also shown by scRNAseq analysis of the aorta of the *Fbn1*^*C1041G*/+^ Marfan syndrome (MFS) mouse model, which revealed the existence of an aneurysm-specific population of transcriptionally modified smooth muscle cells (modSMCs) at a later stage of aneurysmal disease, and which could emerge from modulation of both SHF- and non-SHF (presumably CNC)-derived progenitors^58,100^. These cells, which could also be identified in the aneurysmal tissue derived from the aortic root of MFS patients, showed a transcriptional signature marked by a gradual upregulation of extracellular matrix genes and downregulation of VSMC contractile genes^58,100^. We were not able to identify this population of modSMCs in the aorta of *Tgfbr1*^*M318R*/+^ LDS mouse models, even though it was shown to exist in the aorta of LDS patients^62^.

Similar to the early effect of Smad3-inactivation, the *Tgfbr1*^*M318R*/+^ LDS mutation caused broad downregulation of gene programs required for extracellular matrix homeostasis and those favoring a differentiated VSMC phenotype^54^ (Fig. 1); conversely, proinflammatory transcriptional repertoires, with an enrichment in pathways related to cell stress, was observed among upregulated transcripts. This latter profile likely represents a response to the initial insult caused by decreased expression of extracellular matrix components whose expression requires TGF-β/Smad activity^98^.

We also noted downregulation of several components of the lysosome, whose function is required for cellular homeostasis and degradation of protein targets via selective autophagy^33,73,101,102^ (Fig. 1). Gata4 levels are regulated via p62-mediated selective autophagy^73^ and by mechanosensitive proteasome-mediated degradation^82,103^. The aortic root would be especially vulnerable to a defect in either of these processes given increased baseline levels of *Gata4* mRNA expression in VSMC2. Increased levels of Gata4 may contribute to vascular pathogenesis by several potential mechanisms. In other cellular contexts, Gata4 has been shown to promote induction of the pro-inflammatory senescence-associated secretory phenotype (SASP) as well as transcription of the lncRNA *Malat1*, which promotes aneurysm development in other mouse models^78^. Gata4 is also a negative regulator of contractile gene expression in Sertoli and Leydig cells^104^. Additionally, Gata4 binds the promoter and activates the expression of *Agtr1a*^44^, which is known to drive pro-pathogenic signaling in LDS aorta^45^. Accordingly, we find that Gata4 deletion downregulates expression of *Agtr1a* in the aortic media of LDS mouse models (Fig. 7).

Re-analysis of a scRNAseq dataset of human aortic samples from LDS patients, which included both the aortic root and the ascending aorta, shows that a population of *Gata4*-expressing VSMC similar to that found in mice can also be identified in LDS patients. Additionally, patterns of coordinated gene expression identifying VSMC1 and VSMC2, which were learned from the scRNAseq analysis of mouse aorta, could be projected onto the human dataset, suggesting that these two subsets of VSMCs are conserved across species and that the existence of a *Gata4*-expressing VSMC2 population may underlie increased risk in the aortic root of LDS patients as well. Assessing the effects of Gata4 deletion at additional postnatal timepoints will be important to understand the consequences of increased Gata4 and its downstream targets during later stages of disease. Although direct targeting of Gata4 for therapeutic purposes is unfeasible given its critical role in the regulation of numerous biological processes in non-vascular tissues^105–109^, this work highlights how the investigation of factors that increase or decrease the regional risk of aneurysm may lead to a better understanding of adaptive and maladaptive pathways activated in response to a given aneurysm-causing mutations. This knowledge may be leveraged to develop therapeutic strategies that target the vulnerabilities of specific arterial segments.

## Methods

### Animal Experiments

#### Study approval

Animal experiments were conducted according to protocols approved by the Johns Hopkins University School of Medicine Animal Care and Use Committee.

#### Mouse models

All mice were maintained in an animal facility with unlimited access to standard chow and water unless otherwise described. *Tgfbr1*^+/+^ and *Tgfbr1*^*M318R*/+ 11^(The Jackson Laboratory, strain #036511) mice, some bearing the *EGFP-L10a*^110^ (The Jackson Laboratory, strain #024750) conditional tracer allele and a CNC-specific CRE recombinase expressed under the control of Wnt2 promoter^111^ (The Jackson Laboratory, strain #003829) were used for scRNAseq as described below. All mice were maintained on a 129-background strain (Taconic, 129SVE). *Tgfbr1*^+/+^ and *Tgfbr1*^*M318R*/+^ mice were bred to *Gata4^flox/flox^* ^83^(The Jackson Laboratory, strain #008194) and mice carrying the *Myh11-Cre^ER^* transgene^84^ (The Jackson Laboratory, strain #019079). *Myh11-Cre^ER^* is integrated on the Y chromosome therefore only male mice were used for this set of experiments. *Tgfbr1*^+/+^ and *Tgfbr1*^*M318R*/+^ bearing *Gata4^flox/flox^* and *Myh11-Cre^ER^* are referred to as Gata4^SMcKO^. *Tgfbr1*^+/+^ and *Tgfbr1*^*M318R*/+^ bearing *Gata4*^+/+^ with or without *Myh11-Cre^ER^* or *Gata4^flox/flox^* or *Gata4*^*flox*/+^ without *Myh11-Cre^ER^* are referred to as Gata4^Ctrl^. All Gata4^SMcKO^ and Gata4^Ctrl^ mice were injected with 2 mg/day of tamoxifen (Millipore Sigma, T5648) starting at 6 weeks of age for 5 consecutive days. Mice were genotyped by PCR using primer sequences described in the original references for these models. Serial echocardiography was performed using the Visual Sonics Vivo 2100 machine and a 30 MHz probe. As there is some variability in the onset of aortic dilation in *Tgfbr1*^*M318R*/+^ mice, and starting aortic size will affect final measurements, aortic root diameter of 1.9 mm and above at baseline (8 weeks of age) was defined *a priori* as an exclusion criterion.

### Molecular validation techniques

#### Aortic Sample Preparation

All mice were euthanized by halothane inhalation at a 4% concentration, 0.2 ml per liter of container volume (Millipore Sigma, H0150000). As we described previously^11,54^, the heart and thoracic aorta were dissected en bloc and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, 15710) in PBS at 4°C overnight. Samples were subsequently incubated in 70% ethanol at 4°C overnight prior to embedding in paraffin. Paraffin-embedded tissues were cut into 5 micron sections to expose a longitudinal section of the thoracic aorta. Sections were then stained with Verhoeff-van Gieson (StatLab, STVGI) to visualize elastic fiber morphology or to assess protein and RNA abundance by immunofluorescence or fluorescence in situ hybridization.

#### Immunofluorescence

Immunofluorescence was performed following a protocol adapted from Cell Signaling Technology (CST) for formaldehyde-fixed tissues as previously described in detail^45^, using a rabbit monoclonal antibody for GATA4 (Cell Signaling Technology, CST36966) and a donkey anti-rabbit secondary antibody Alexa Fluor 555 (ThermoFisher, A32794). Images were taken using a Zeiss LSM880 Airyscan FAST confocal microscope at 20× magnification and are presented as maximal intensity projection.

#### RNAscope Fluorescence in situ hybridization

RNA in situ hybridization was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (ACD Biosciences, 323100) according to the manufacturer’s protocol with the following probes *Mm-Gata4* (417881), *Mm-Agtr1a* (481161), *Mm-Cebpd* (556661), *Mm-Cebpb* (547471). Images were taken using a Zeiss LSM880 Airyscan FAST confocal microscope at 20× magnification and are presented as maximal intensity projection.

#### Immunoblotting

Aortic root tissue was flash-frozen immediately upon dissection and stored at −80°C until protein extraction. Protein was extracted using Full Moon Lysis Buffer (Full Moon Biosystems, EXB1000) with added phosphatase and protease inhibitors (MilliporeSigma, 11836170001 and 4906845001) and Full Moon lysis beads (Full Moon Biosystems, LB020) using an MP Biomedicals FastPrep 24 5G automatic bead homogenizer. After homogenization, the cell debris was pelleted, and the supernatant was collected. Immunoblot was performed as previously described in detail^54^, using a rabbit monoclonal antibody for Gata4 (Cell Signaling Technology, 36966) and a mouse monoclonal antibody for ß-Actin. (Cell Signaling Technology, 8H10D10).

### Transcriptomic Analyses

#### Single Cell RNA sequencing and analysis

Single cell RNA sequencing was performed as we previously described^112^. Single cell suspensions from each mouse were processed separately using the 10x Genomics 3’ v3 platform and sequenced on an Illumina NovaSeq. A total of 30,704 aortic cells were sequenced from six female mice. The raw data was processed, aligned to the mouse genome (mm10), and aggregated using 10x Genomics Cell Ranger V6^113^. The data were then filtered using the Seurat V5 package^112^ based on the following criteria: >1000 transcripts detected per cell but <5000, >1500 total molecules detected per cell but <25000, and <20% mitochondrial transcripts per cell. Filtering reduced this dataset from 30,704 aortic cells to 24,971 cells for further analysis. 

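The matrix holds 30716 barcodes, 4046, 3349, 6197, 7822, 7025 and 2277 in libraries 1 to 6, each with at least 500 UMIs. With the limits applied as the methods state them, taking the transcripts detected as genes with a UMI, 24972 cells passed, 3225, 2859, 5019, 6395, 5611 and 1863 by library. The lower limits were missed by 5627 barcodes, the upper limits by 103 and the mitochondrial limit by 81, some of them by more than 1 limit. Cells that passed had a median of 6511 UMIs, 2342 genes and 2.82% mitochondrial UMIs. Dropping the upper limits gave 25075 cells, and a mitochondrial limit of 10% gave 24690.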

The data was then normalized using the function SCTransform v2. As samples were prepared on multiple days, the data was integrated across batches using reciprocal principal component analysis (RPCAIntegration). Principal component analysis and uniform manifold approximation and projection (UMAP) were performed followed by the FindNeighbors and FindClusters functions. We opted to cluster at a low resolution (0.25) to differentiate aortic cell types and to identify only major subpopulations of smooth muscle cells that vary by a large number of differentially expressed genes. FindMarkers was used to identify cluster-defining transcripts and differentially expression genes between control and diseased cell populations based on a Wilcoxon rank sum test.

#### Re-analysis of human aortic cells from Pedroza et al., 2023

For re-analysis of the ascending aorta and aortic root samples from a recently published scRNAseq dataset of the donor and LDS patient aortas^59^ we used the following criteria: > 1000 transcripts detected per cell but< 6000, > 1500 total molecules detected per cell < 30000, and < 20% mitochondrial transcripts per cell. This reduces this dataset from 58,947 aortic cells to 43,349 for further analysis. We analyzed this dataset as described above with the FindClusters resolution parameter set to 0.15.

#### CoGAPS and ProjectR

CoGAPS^60,61^ (v3.22), an R package that utilizes non-negative matrix factorization to uncover latent patterns of coordinated gene expression representative of shared biological functions, was used to identify transcriptional patterns associated with VSMC subpopulations, with the npatterns parameter set to 8, in scRNAseq analysis of murine aortas. ProjectR^62^ (v1.2), an R package that enables integration and analysis of multiple scRNAseq data sets by identifying transcriptional patterns shared among datasets, was used to project these patterns into scRNAseq analysis of the human aortic root and ascending aorta.

#### Gene over-representation analyses

ClueGO^27^ was used for gene over-representation analysis and visualization of enriched functional terms for transcripts globally dysregulated in all VSMCs as well as VSMC subsets. Transcripts were filtered based on an adjusted P-value less than 0.05 and an average absolute Log2 fold change of 0.25 or greater, as well as detection in at least 20 percent of either control or LDS VSMCs. The resulting list of 502 downregulated and 200 upregulated genes was compared against five gene ontology databases (MSigDB Hallmark, KEGG, WikiPathways, Bioplanet, and Reactome). The list of transcripts and ClueGO log files are provided in supplemental material. Differentially expressed gene lists were also analyzed using the online gene list enrichment analysis tool EnrichR^30–32^ (https://maayanlab.cloud/Enrichr/) for pathways using the Molecular Signatures Database (MSigDB)^63,64^ and for transcription factors target enrichment using the ENCODE^28^ and ChEA^29^ databases.

#### Multiplexed Error-Robust Fluorescence in situ Hybridization (MERFISH) Spatial Transcriptomics

MERFISH spatial transcriptomics using a custom panel was performed on 5-micron Formalin-Fixed Paraffin-Embedded (FFPE) sections of control and LDS aortas according to manufacturer’s protocols (MERSCOPE FFPE Tissue Sample Preparation User Guide_Rev B, Vizgen). Slides were processed and imaged on a MERSCOPE instrument platform according to the manufacturer’s protocols (MERSCOPE Instrument User Guide Rev G, Vizgen). The raw images were processed by the instrument software to generate a matrix of spatial genomics measurements and associated image files that were analyzed using the MERSCOPE visualizer software.

### Statistics

GraphPad Prism 10.0 was used for data visualization and statistical analysis. Data tested for normality using the Shapiro-Wilk test and upon verification of normal distribution, analyzed using the Brown-Forsythe ANOVA test. For echocardiographic and blood pressure measurements, data are presented as a box and whisker plot with the whiskers indicating the maximum and minimum values and a horizontal bar indicating the median. All individual data points are shown as dots. Figures indicating statistical significance include the statistical tests used in the figure caption.

## Figures and Tables

**Figure 1.**
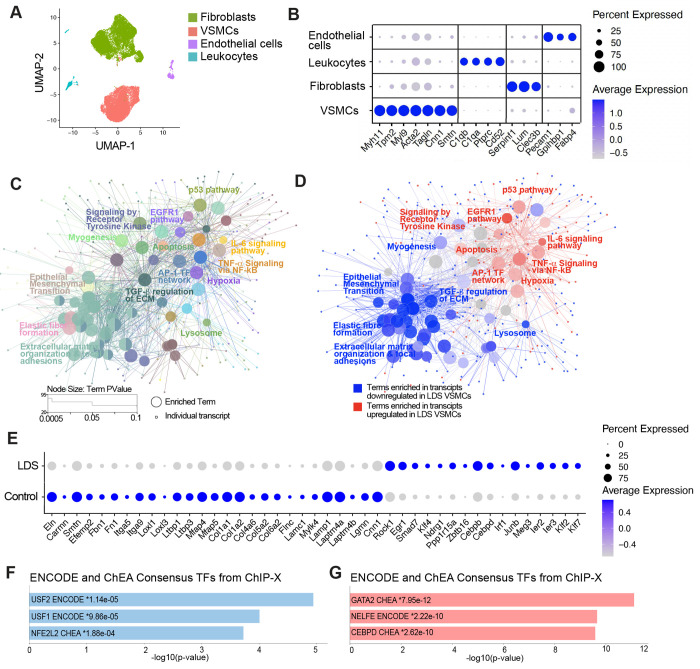
Downregulation of transcripts associated with extracellular matrix-receptor interactions and upregulation of stress and inflammation pathways in *Tgfbr1*^*M318R*/+^ LDS VSMCs. (A) Uniform manifold approximation and projection (UMAP) of aortic cells from control (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) mice. (B) Dot plot of cluster defining transcripts used to identify endothelial cells, leukocytes, fibroblasts, and VSMCs. Color of the dot represents a scaled average expression while the size indicates the percentage of cells in which the transcript was detected. (C) ClueGO gene enrichment analysis network of transcripts dysregulated in LDS VSMCs relative to controls. Each node represents a term/pathway or individual genes associated with that term. The color of the node corresponds to the ClueGO group to which each node belongs. The size of the node indicates significance of the enrichment calculated by the ClueGO algorithm. (D) ClueGO network in which terms differentially enriched among transcripts downregulated in LDS VSMCs are highlighted in blue, while those enriched among transcripts upregulated in LDS VSMCs are highlighted in red. (E) Dot plot showing expression of a selection of transcripts significantly dysregulated in LDS VSMCs. (F,G) EnrichR gene over-representation analysis for the ENCODE and ChEA Consensus transcription factors (TF) databases showing the top three most significant terms associated with transcripts that are downregulated (F) or upregulated (G) in LDS VSMCs.

**Figure 2.**
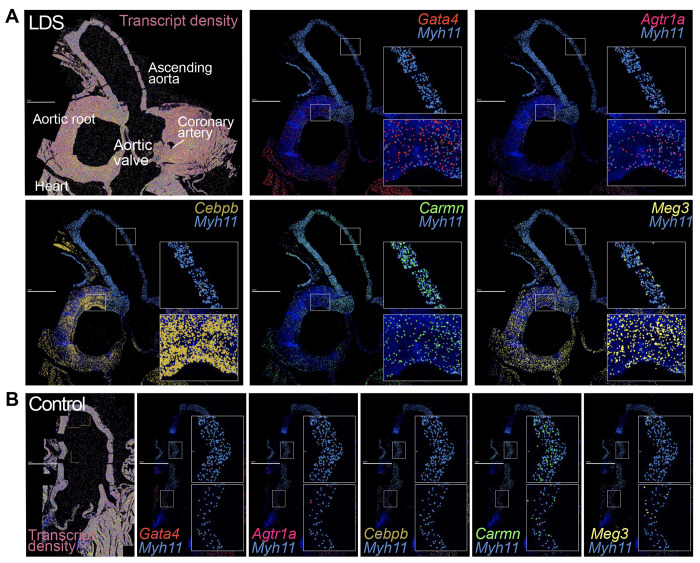
MERFISH reveals spatially heterogeneous transcriptional profiles in LDS VSMCs. MERFISH images of the proximal aorta of LDS (A) and control (B) mice, scale bar is 1 mm. The first panel displays all detected transcripts across the aortic tissue, with key anatomic landmarks indicated. Subsequent panels depict the colocalization of *Myh11* and transcripts of interest. Insets note regions of the ascending aorta and aortic root that are presented at higher magnification.

**Figure 3.**
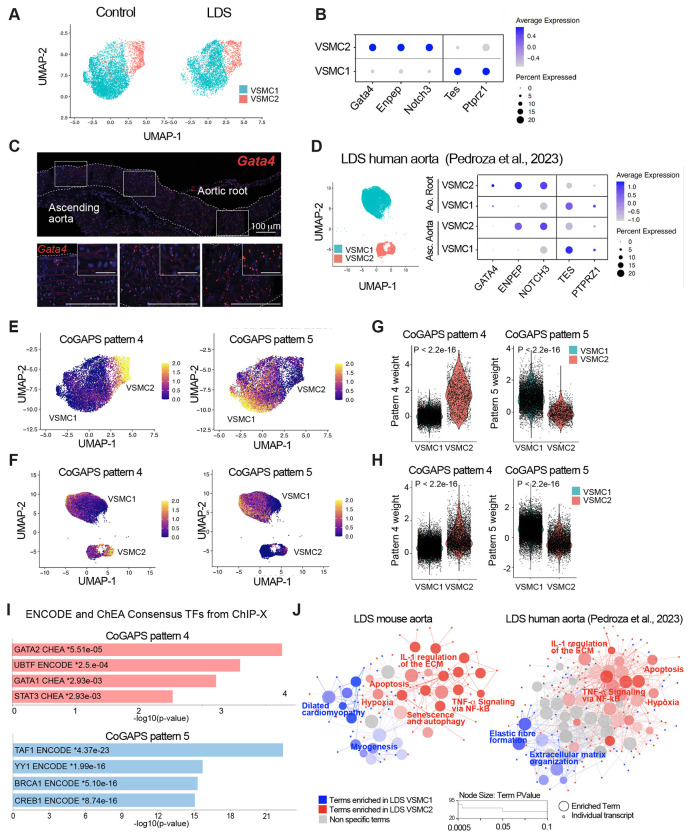
Transcriptionally and spatially-defined VSMC subclusters with distinct responses to LDS-causing mutations can be identified in both murine and human aortas. (A) UMAP of VSMCs from control (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) mice shown split by genotype. (B) Dot plot showing enrichment of cluster-defining transcripts in VSMC1 and VSMC2. For a given transcript, the color of the dot represents a scaled average expression while the size indicates the percentage of cells in which it was detected. (C) RNA in situ hybridization showing the expression of *Gata4* along the length of the murine aorta in a 16-week old control animal. (D) UMAP of control and LDS VSMCs from human patients and dot plot of cluster defining markers in this dataset split by aortic region (Pedroza et al., 2023). (E,F) UMAP overlayed with weights for CoGAPS patterns 4 and 5, in mouse and human scRNAseq datasets. (G,H) Violin plots showing the distribution of pattern 4 and 5 weights in VSMC subclusters from mouse and human scRNAseq datasets. P-values refer to Wilcoxon test. (I) EnrichR gene over-representation analysis for the ENCODE and ChEA Consensus TF databases showing the top four most significant terms associated with transcripts that define CoGAPs Patterns 4 and 5. (J) ClueGO network of terms differentially enriched in mouse and human LDS VSMC2 relative to VSMC1. Terms highlighted in blue are enriched in VSMC1, while those highlighted in red are enriched in VSMC2.

**Figure 4.**
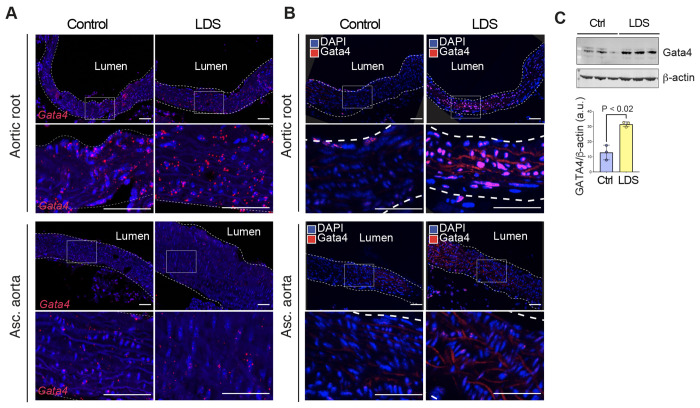
Gata4 mRNA and protein are upregulated in the aortic root of LDS mice. (A) Representative images of RNA in situ hybridization for *Gata4* in the aortic root and ascending aorta of control and LDS (*Tgfbr1*^*M318R*/+^) mice. Insets identify the location shown at higher magnification in the subsequent panel. Scale bars 50 and 200 microns, respectively. (B) Representative images of immunofluorescence for GATA4in the aortic root and ascending aorta of control and LDS mice. Insets identify the location shown at higher magnification in the subsequent panel. Scale bars 50 and 200 microns, respectively. (C) Immunoblot for Gata4 expression relative to ß-actin in aortic root lysates of control (n=3) and LDS mice (n=3), and related quantification of immunoblot, P-value refers to two-tailed Student’s t-test.

**Figure 5.**
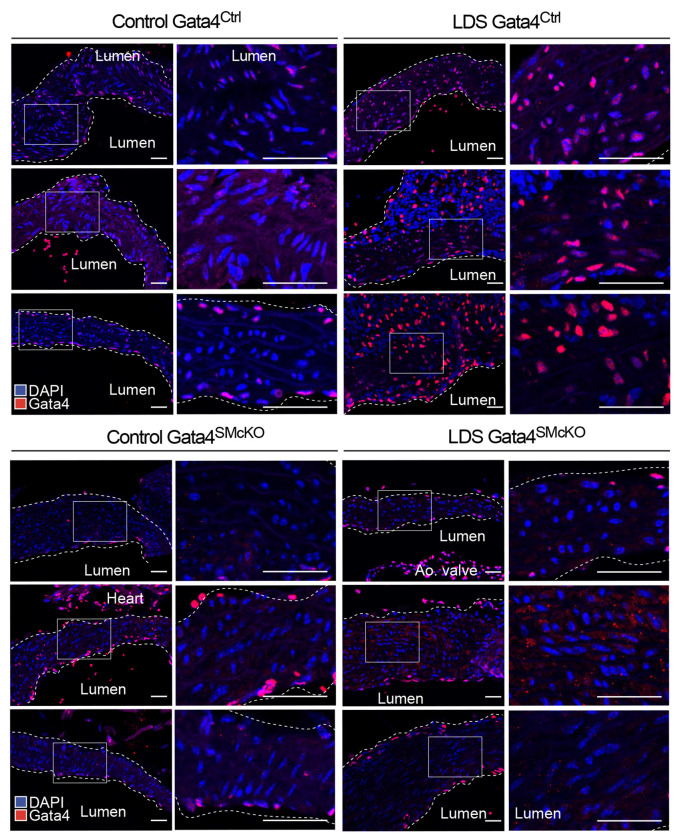
Gata4 protein is upregulated in LDS aortic root of Gata4^Ctrl^ and effectively ablated in Gata4^SMcKO^ mice. Representative images of immunofluorescence for GATA4 at 16 weeks of age. Three independent biological replicates are shown per genotype abbreviated as follows Control (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) with (Gata4^SMcKO^) or without (Gata4^Ctrl^) smooth muscle specific deletion of Gata4 Insets identify location shown at higher magnification in subsequent panels. Images were acquired at 20x magnification. Scale bars 50 and 200 microns, respectively.

**Figure 6.**
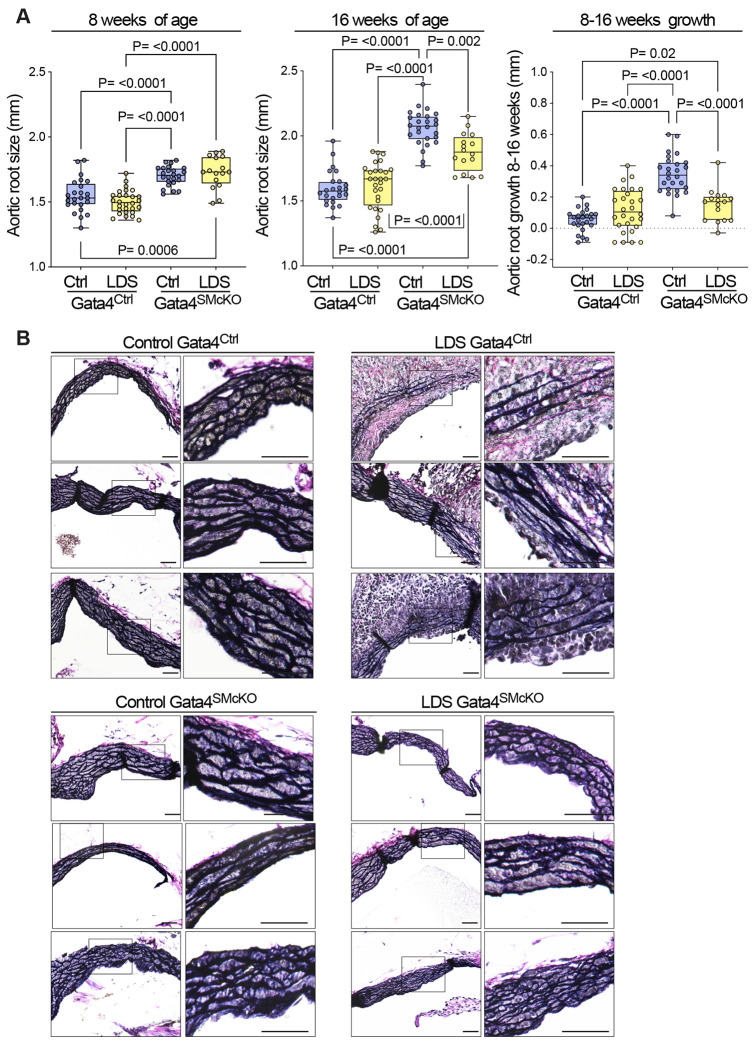
Smooth muscle-specific deletion of Gata4 (Gata4^SMcKO^) reduces aortic root size and growth and improves aortic root media architecture in LDS mice. (A) Aortic root diameter of Ctrl (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) with (Gata4^SMcKO^) or without (Gata4^Ctrl^) smooth muscle specific deletion of Gata4 as measured by echocardiography at 8 and 16 weeks of age and aortic root growth from 8-16 weeks. P-values refer to Brown-Forsythe AN0VA. (B) Representative VVG-stained aortic root sections from three independent biological replicates per genotype. Insets identify area shown at higher magnification in the subsequent panel. Scale bars 50 and 200 microns, respectively.

**Figure 7.**
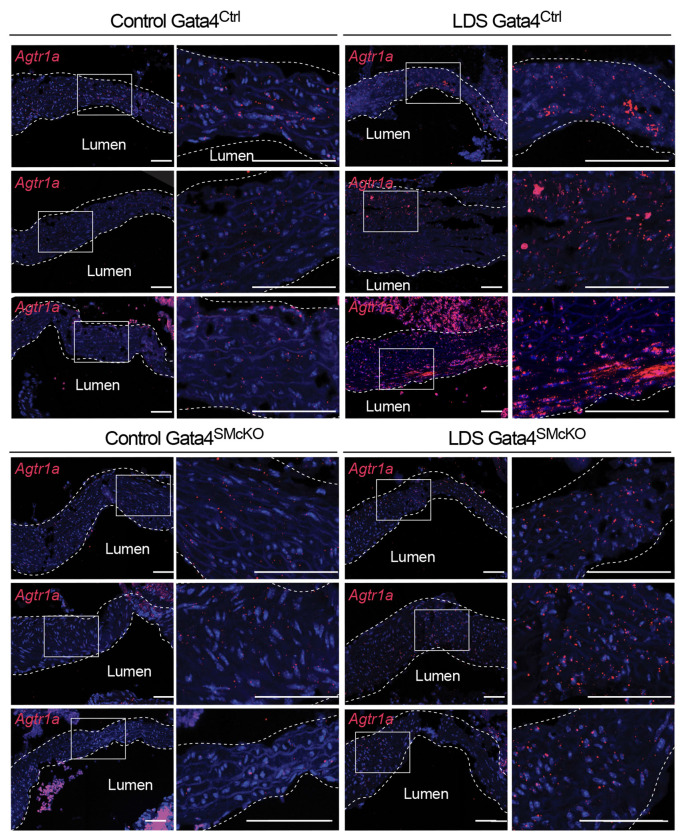
Smooth muscle-specific deletion of Gata4 results in reduced expression of *Agtr1a*. Representative images of RNA in situ hybridization for *Agtr1a* in the aortic root of mice at 16 weeks of age. Three independent biological replicates are shown per genotype abbreviated as follows Control (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) with (Gata4^SMcKO^) or without (Gata4^Ctrl^) smooth muscle specific deletion of Gata4. Insets identify location shown at higher magnification in subsequent panels. Images were acquired at 20x magnification. Scale bars 50 and 200 microns, respectively.

**Figure 8.**
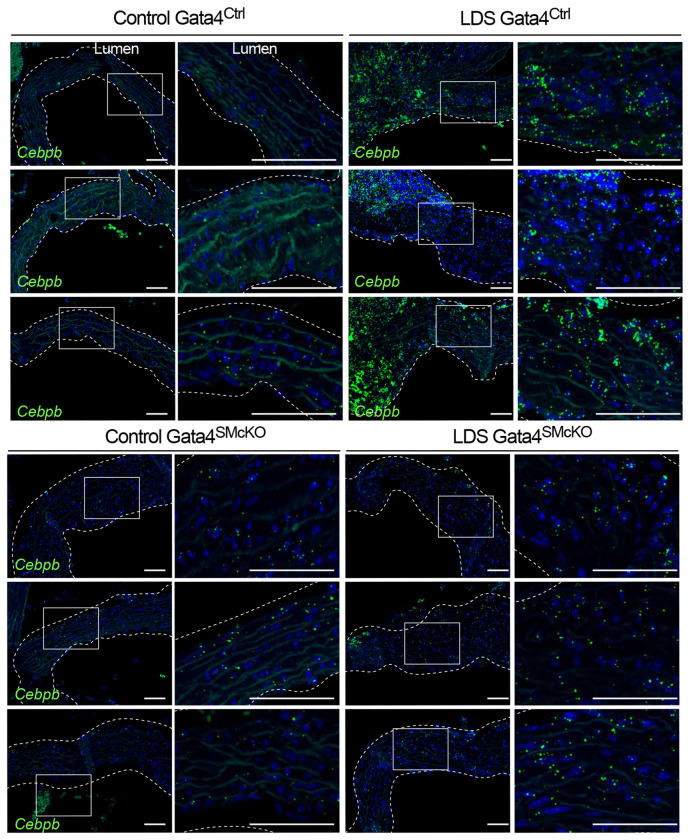
Smooth muscle-specific deletion of Gata4 results in reduced expression of *Cebpb*. Representative images of RNA in situ hybridization for *Cebpb* in the aortic root of mice of indicated genotype at 16 weeks of age. Three independent biological replicates are shown per genotype abbreviated as follows Control (*Tgfbr1*^+/+^) and LDS (*Tgfbr1*^*M318R*/+^) with (Gata4^SMcKO^) or without (Gata4^Ctrl^) smooth muscle specific deletion of Gata4. Insets identify location shown at higher magnification in subsequent panels. Images were acquired at 20x magnification. Scale bars 50 and 200 microns, respectively.

## Data Availability

All single-cell RNA sequencing data, both raw fastq files and aggregated matrixes, will be available in the gene expression omnibus (GEO) repository under accession number GSE267204. MERFISH spatial transcriptomics data is available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

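The single-cell libraries came from the aortic root and ascending aorta of 6 female mice at 16 weeks of age, 4 control and 2 LDS by their labels, and were made by the authors with the 10x Genomics 3' v3 platform. The authors deposited the UMI count of each of 31055 features in 30716 cell barcodes as a single matrix, which the paper's methods describe as aligned to mm10 and aggregated with Cell Ranger V6, while the header of the matrix names version 4.0.0. The values are whole counts without normalization, and whether the aggregation equalized the depth of the libraries is not stated. The features are 31053 mouse genes and 2 added sequences, GFP and Sm3_intact, and 35 symbols that occur more than once were told apart by their Ensembl identifiers. Coordinates were taken from GENCODE M21 for mm10, 1-based, by Ensembl identifier.

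The number at the end of each barcode separates 6 libraries. The files analysed here, the labels and the paper's text do not pair a number with a mouse, so no library was given a genotype. The comparison of LDS with control VSMCs, the enrichment analyses of Fig. 1 and the expression patterns trained on LDS cells were therefore not run, and the spatial, human and lineage datasets of other figures were not analysed here. Values were computed within each library and are given per library, or as the median and range over libraries with the number of libraries in 1 direction. No p-values were computed, since libraries of unknown genotype are not replicates of 1 condition.

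Cells were kept with more than 1000 and fewer than 5000 genes, more than 1500 and fewer than 25000 UMIs and under 20% mitochondrial UMIs, as in the paper's methods. In Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, R 4.3.3), each library was normalized with SCTransform v2 on 3000 variable genes. The libraries were integrated by RPCAIntegration over 30 principal components and clustered with FindNeighbors and FindClusters at a resolution of 0.25. The library was the integration batch because the preparation days of the libraries are not given, and SCTransform was run without the glmGamPoi package. A cluster was given the cell type whose marker list had the highest mean log2 ratio to the median cluster, if at least 3 of its markers were found in at least 10% of the cells and lay above 1.5 times the median cluster. This scoring was revised after the clusters were seen, because earlier versions left clusters without a name or placed a cluster with S100a9, S100a8, Il1b and Retnlg among the VSMCs. Marker lists covered VSMCs, fibroblasts, endothelial cells, leukocytes, glia, cardiomyocytes and mesothelial cells, and no cluster of the integrated data was named after the last 3.

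VSMC-like cells were normalized and integrated again without the 248 genes of the gene and marker lists and the transcripts that the paper's text names for the subclusters, 161 of which had been among the variable genes. The resolution was raised from 0.05 in steps of 0.05, up to 1, until exactly 2 subclusters held at least 5% of the cells. The subcluster with higher Enpep and Notch3 and lower Tes and Ptprz1 was called VSMC2-like and the other VSMC1-like, and Gata4 had no part in the naming. The plan left out subclusters under 2%, and the subcluster with high Rgs5 (2.61%) was left out after it was seen. UMIs were summed over the cells of each subcluster in each library and divided by the sum of all UMIs (CPM). The log2 ratio of VSMC2-like over VSMC1-like used a prior of 0.5 UMI scaled to the totals, and its median over the 6 libraries is the reported value. Medians of CPM were taken separately, so a reported ratio need not equal that of the reported CPM values.

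Gene lists held 15 contractile, 112 ECM and receptor, 20 inflammation and senescence, 23 dissociation, 14 fibroblast, 10 cardiomyocyte and 9 pericyte genes. They were written, with the design, the alternatives and the rule for named genes, before the data were examined. A list's value was the median over its genes with at least 10 CPM in VSMC-like cells, set beside 10000 random lists of the same size matched on expression, each gene being replaced by 1 of the 50 genes on either side of it in rank. Named genes are every mouse transcript that the paper's text names for VSMC1, for VSMC2 or for a region of the aorta, and the 2 genes with the largest and the 2 with the smallest ratio of the contractile, ECM and receptor, and inflammation and senescence lists. The plan says each list, which was read, after the data were seen, as these 3 lists with a result of their own. Genes that lead a cluster were the 10 with the largest fold against all other clusters, and other genes were named after their values were seen.

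Shares of cells with a UMI were also computed after each cell was thinned to 3000 UMIs, leaving out shallower cells, and leukocyte-like cells gave the background of free RNA. Intervals are 95% exact binomial intervals, also for a count of 0. They cover counting error alone, and the cells were not replicates. The paper names no removal of doublets, so none was done in the reported values. As an alternative, doublets that scrublet predicts in scanpy 1.11.5 were removed, or, where it predicted under 0.5% of a library (libraries 2, 3 and 5), the 5% of its cells with the highest scores, 859 cells in all, 203 cells being called by scrublet over the 6 libraries. Both are written as cells marked as doublets.

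Further alternatives were a clustering of log-normalized counts without integration (scanpy, Leiden, 20 neighbours), no integration, all genes kept, 15 components, a mitochondrial limit of 10%, the next finer resolution, 1 sum over all libraries, cells thinned to 3000 UMIs, a prior of 2 UMIs, genes of at least 50 CPM, cells with a Gata4 UMI against cells without, cells matched on their share of the dissociation list in 5 bins, and each library left out in turn. Limits on the filter were varied for the number of cells. The summed ratios were tested on simulated data (VSMC2-like over VSMC1-like, 7701 genes, 200 of them changed 2-fold). There, 89.0% of the changed genes and 3.17% of the unchanged genes had 1 direction in all 6 libraries. The median log2 ratios were 1.01 and -0.97, and 6.00% of 200 random lists fell outside the central 95%. Random lists draw each gene independently, so their central 95% can be too narrow for a list of genes that are regulated together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9 and matplotlib 3.10.9 were used, with a single thread and a fixed seed.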

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

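The tests of shared barcodes, of the tracer transcript and of pericytes in the Rgs5-high subcluster were chosen only after the result was seen.

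Over 11 measures compared across the 6 libraries, 2 had a library far from the others, and chance alone sets such a library apart in about 1 of 20 groups. In library 2, 85.4% of the barcodes passed the filter, and the next library had 81.8%, a gap of 0.627 of the whole range, barely above the critical value for 6 libraries. Library 2 had the highest median depth, 9838 UMIs per cell, while library 6, at 9615 UMIs, passed 81.8%. In library 6, 6.33% of the cells were leukocyte-like, and the next library had 2.49%, a gap of 0.716 of the range. The share in library 6 was 6.39% in the clustering of log-normalized counts and 6.24% with cells marked as doublets removed. Library 2, of like depth, had 1.54%, so depth alone leaves the share of library 6 unexplained. Of the 38 cells of the cluster led by S100a9, Clec4e and Il1b, 35 were in library 6. Since the genotypes of libraries 2 and 6 are unknown, no biological explanation was tested for either value.

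A subcluster of 271 VSMC-like cells had high Rgs5, and the paper's main text does not name it. It was present in all 6 libraries, with 75, 20, 68, 55, 22 and 31 cells in libraries 1 to 6. Rgs5 stood at 5838 CPM, against 286 CPM in VSMC1-like cells, Dlx5 at 64.2 against 1.92 CPM and Dlx6 at 80.3 against 0.812 CPM. Tes was at 172 against 118 CPM and Ptprz1 at 146 against 207 CPM, and 2 UMIs of Gata4 and 15 of GFP were counted. Pericytes were tested as the identity of these cells, and as such they would lack most contractile transcripts. The median log2 ratio of the contractile list over VSMC1-like cells was -0.32, and Myh11 was at 1916 against 2508 CPM, which argues against pericytes as the whole subcluster. Higd1b and Vtn had 0 UMIs of 1993069, a weak point because both are near 0 in VSMC1-like cells as well. On the other side, the pericyte list had a median of 0.59 (percentile 99.9), with Kcnj8 at 51.7 against 15.5 CPM. Mcam was lower, at 188 against 285 CPM. Pericytes among these cells stay open. A biological explanation for the subcluster was not tested.

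Among the VSMC-like cells, 17 formed a subcluster with cardiomyocyte transcripts (Myh6 7602 CPM, Myl7 7189.9 CPM and Actc1 8353 CPM). They came from libraries 3, 4 and 5 (6, 9 and 2 cells), none was marked as a doublet, and their median depth was 6916 UMIs. The clustering of log-normalized counts separated 61 glia-like cells, with 4, 5, 11, 14, 24 and 3 cells in libraries 1 to 6, which the integrated clustering left within other clusters. The paper's main text does not name these cells, and no technical or biological explanation was tested for either group.

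The tracer transcript GFP had at least 100 UMIs in 4 libraries, whereas the labels list the reporter in 2 mice. Over all barcodes, libraries 1 to 4 held 272, 218, 165 and 267 GFP UMIs, and libraries 5 and 6 held 16 and 9. Reads of one library counted in another were tested as a source, because the libraries share barcodes in 2 sets. Within libraries 1, 3, 4 and 5, and between libraries 2 and 6, any 2 libraries shared between 244 and 1101 barcodes, and across these sets between 2 and 8. The profiles of the copies correlated across genes at 0.35 to 0.53, above the 0.28 to 0.42 of mismatched copies in 7 of 7 pairs of libraries, where genes are not independent replicates. Of the 638 barcodes shared by libraries 3 and 4, 629 were also in library 1. For barcodes that library 1 shares with libraries 3, 4 and 5, the smaller copy had 4.60 to 4.87% of the UMIs of the larger at the median. A candidate explanation for the shared barcodes is therefore that libraries sequenced together exchanged a small share of reads. In libraries 1 to 4, at most 2.25% of the GFP UMIs were on smaller copies, which argues against exchanged reads as the source there. In libraries 5 and 6, 8 of 25 GFP UMIs were on smaller copies, 32.0% (95% exact interval 14.9% to 53.5%) against 1.10% of all UMIs. By library, these were 7 of 16 in library 5 and 1 of 9 in library 6. Exchanged reads may therefore account for part of the GFP UMIs of library 5, and 1 UMI cannot decide it for library 6. Labels that do not list the reporter for each mouse that carried it stay open for libraries 1 to 4 and were not tested.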

How the results depend on the processing

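The tests with all genes kept, with 15 components, with doublets removed from the same subclusters, with the smaller copies of shared barcodes removed, with Myh11 and Cnn1 added to the contractile list, without the doublet-rich part and all alternatives for the tracer were chosen only after the result was seen. With all genes kept or with 15 components, no resolution gave exactly 2 subclusters of at least 5%, so these alternatives had no value under the plan, and the subcluster with the highest marker balance was compared with all others instead.

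No result changed its direction where that direction held in all 6 libraries. The Gata4 log2 ratio (1.64) ranged from 1.27 to 1.95 over the alternatives and from 1.34 to 1.93 with each library left out in turn. The VSMC2-like share (17.9%) ranged from 16.0 to 21.3% and, without each library, from 15.6 to 20.3%. All 20 text-named transcripts had the named sign under every alternative that clustered, summed, thinned or left out libraries, and between VSMC-like cells with a Gata4 UMI (1181 cells) and without one, 18 of 19 (Gata4 left out) had it, 11 in all 6 libraries. The tracer log2 ratio (1.54) ranged from 1.41 to 1.60. The number of cells that passed and the VSMC share moved by less than the spread between libraries.

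The ECM and receptor list (-0.23) was -0.49 with log-normalized counts, -0.41 with doublets removed before clustering and -0.39 with doublets removed from the same subclusters. It came nearest to 0 at the next finer resolution, -0.07. The contractile list (0.04) was 0.13 with log-normalized counts, -0.12 with all genes kept and -0.02 with Myh11 and Cnn1 added. The inflammation and senescence list (0.76) was 1.07 over the 5 genes of at least 50 CPM. Among the genes that this cut leaves out are those with the smallest ratios, Nfkbiz (0.04, 49.1 CPM) and Cxcl2 (-0.30, 11.1 CPM). For the other 5 values that moved by more than the spread between libraries, the cause was not tested. Under the remaining alternatives set for these lists, they moved by less than the spread between libraries, and without each library they ranged from -0.33 to -0.18, 0.03 to 0.05 and 0.67 to 0.85. In tests that were no alternatives of the lists, matching on the dissociation list moved the inflammation and senescence list by more than that spread, to 0.48, and leaving out the doublet-rich part of the VSMC2-like cells moved all 3, to -0.64, 0.16 and 0.38.

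For the 34 other named genes, 592 of 612 alternative values moved by less than the spread between libraries, 20 moved by more and 0 changed the sign of a direction held in all 6 libraries. The clustering of log-normalized counts gave 8 of the values that moved, among them Dcn (0.25 from 2.39) and Cxcl1 (0.51 from 3.23). Removal of the 54 smaller copies of shared barcodes among cells that passed (17 of them VSMC-like) left the Gata4 ratio at 1.64. No paired analysis was possible for LDS against control because the replicate numbers of the labels are not paired with the numbers of the libraries. The subclusters were compared within each library. Depth limits the rarest transcripts, with 28 UMIs of Olfm2 and 26 of Agtr1a in VSMC2-like cells. LDS against control in VSMCs, which the design named, was not run.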

Differences from the paper's values

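The tests with all genes kept in the clustering, with Myh11 and Cnn1 added to the contractile list and without a doublet-rich part of the VSMC2-like cells were chosen only after the result was seen.

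The paper states that VSMC1 has the higher levels of transcripts for contractile function. Over the contractile list, which leaves out Myh11 and Cnn1, 8 of 15 genes were higher and 7 lower in VSMC2-like cells, and the median log2 ratio of VSMC2-like over VSMC1-like was 0.04. Values that go the paper's way are those of Cnn1 (-0.28), Des (-1.21) and Flna (-0.42), lower in VSMC2-like cells in all 6 libraries, and of Myh11 (-0.13, lower in 5 of 6). Of the alternatives set before the data were examined, none gave a negative median, with values from 0.01 to 0.13 besides those without 1 library, which lay between 0.03 and 0.05. With Myh11 and Cnn1 added, 8 of 17 genes were higher and 9 lower, and the median was -0.02, so the sign of the median near 0 rests on leaving them out. The median was -0.12 with all genes kept, where all 20 text-named transcripts had the named sign. It was 0.16 without the doublet-rich part. The paper compared the pathways of transcripts that define each subcluster, whereas a fixed list was compared here, in libraries of both genotypes.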

Other observations

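The tests of doublets, of parts of the VSMC2-like cells, of Agtr1a and of pericytes as the cells that carry Enpep and Notch3 were chosen only after the result was seen.

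Gata4 was higher in VSMC2-like than in VSMC1-like cells in all 6 libraries, and 4 technical explanations were tested. RNA of fibroblasts in VSMC2-like cells would raise every abundant fibroblast transcript by the same share of a gap. The gap is the fibroblast level of the transcript minus its VSMC1-like level. The median rise over the fibroblast list (12 genes used, list median log2 ratio 2.02) was 7.88% of the gap, while Gata4 would need 164%. RNA of cardiomyocytes would raise their abundant transcripts, but the cardiomyocyte list (4 genes used) had a median of -0.72 with a mean of 0.21. Its members went both ways, with 5 of 10 higher in VSMC2-like cells and Actc1 at 19.9 against 1.98 CPM. Of the 10 genes of the list, 4 were above their leukocyte-like level in VSMC2-like cells, so RNA of cardiomyocytes stays open as a part. Myh6 was at 1.33 CPM in VSMC2-like and 2.27 CPM in VSMC1-like cells, against 7602 CPM in the cells of cardiomyocyte type, which held 28.9 CPM of Gata4. With each cell thinned to 3000 UMIs, the log2 ratio was 1.88 (1.03 to 2.25), and between cells matched on the dissociation list it was 1.27 (0.63 to 2.21), positive in 6 of 6 libraries in both. These values argue against each of the 4 as the whole explanation. A difference in expression between the VSMCs of these subclusters is a hypothesis that stays open, found and tested on the same data, and the place of the cells in the aorta was not measured in these libraries.

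Dcn was higher in VSMC2-like cells by 7.60% of the gap between its fibroblast and VSMC1-like levels. This was close to the median of the fibroblast list, so RNA of fibroblasts may account for it. With cells marked as doublets removed, the fibroblast list fell from a median log2 ratio of 2.02 to 0.85, and in the clustering of log-normalized counts it was 0.39, so doublets of a VSMC and a fibroblast are a candidate explanation for much of it. Free RNA of fibroblasts taken up by single VSMCs stays open for the rest.

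At a resolution of 0.25, the VSMC2-like cells fell into 3 parts and 2 further cells. The part with fibroblast transcripts (264 cells, 15.4%) was led by Pi16, Cygb and Clec3b and had Dcn at 36.5% of its fibroblast level. Of its cells, 54.5% were marked as doublets, against 2.31% and 0.738% of the other parts. These marks mix calls of scrublet with the highest 5% of scores in libraries 2, 3 and 5. In libraries 1, 4 and 6, where only calls were used, 82 of 143 cells (57.3%) were called, and 0 of 401 and 0 of 238 in the other parts. Its median depth was 9576 UMIs, against 6456 and 7345. Its contractile list had a median log2 ratio over VSMC1-like cells of -1.06. Doublets of a VSMC and a fibroblast may therefore make up much of this part, and single cells between a VSMC and a fibroblast state stay open for the rest. Without it, the fibroblast list had a median of 0.13, Gata4 a log2 ratio of 1.74 (higher in 6 of 6 libraries), Irf1 of 1.74 and Klf4 of 0.93, and the transcripts without the named sign were Myh11 and Cebpd.

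The other parts differed from each other. The larger (909 cells) was led by Nptx2, Ankrd1 and Rasa4 and the smaller (542 cells) by Olfr558, Rasd1 and Bex4, and both were present in all 6 libraries. Gata4 was at 40.1 and 39.9 CPM, higher than in VSMC1-like cells in 6 of 6 libraries in each. The part led by Olfr558 had the higher Enpep (219.9 against 153 CPM), Pln (649 against 199.7 CPM) and Irf1 (184 against 37.5 CPM) and the lower Eln (151 against 366 CPM). Its Myh11 was above that of VSMC1-like cells in 6 of 6 libraries (log2 ratio 0.14), and its Dcn below it in 6 of 6 (-1.43). No technical or biological explanation was tested for this difference.

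Inflammation and senescence transcripts were higher in VSMC2-like cells, and so was the dissociation list (0.72), which shares 0 genes with it. Between cells matched on the dissociation list, whose own median was then 0.19, the inflammation and senescence list had a median of 0.48 and was positive in 6 of 6 libraries (0.17 to 0.56). This argues against the enzymatic digestion as the whole explanation and leaves it open as part of it.

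Enpep and Notch3 are also abundant in pericytes, which were tested as a source. The pericyte list (7 genes used) had a median log2 ratio of 0.05, at percentile 83.6 of random lists, a median over members that went both ways. Of the VSMC2-like cells, 1196 (69.7%) held an Enpep or Notch3 UMI, against 18.5% of VSMC1-like cells, and their contractile list had a median of 0.13 over VSMC1-like cells (0.03 to 0.21 over the libraries), where pericytes would have lost most contractile transcripts. On the other side, Higd1b was at 15.1 against 0.0752 CPM and Vtn at 3.54 against 0.0301 CPM, from 110 and 9 VSMC2-like cells. Without the 111 VSMC2-like cells with either, Enpep and Notch3 stayed higher in 6 of 6 libraries and Gata4 had a log2 ratio of 1.53. These values argue against pericytes as the main carriers, and a minority of pericytes among the VSMC2-like cells stays open.

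In situ, the paper reports more Agtr1a in the root of LDS mice than in their ascending aorta. Here, Agtr1a was lower in VSMC2-like than in VSMC1-like cells in all 6 libraries. Its median log2 ratio was -2.82 (-6.27 to -0.66), from 26 and 511 UMIs. The lowest ratio comes from 0 UMIs in the VSMC2-like cells of library 6 and is set by the prior. The median ranged from -3.57 to -2.07 without each library in turn, and the ratio was -1.99 with 1 sum over all libraries and -1.61 with all genes kept, a version chosen after the result was seen. A UMI was found in 1.46% of VSMC2-like, 5.72% of VSMC1-like and 0.366% of leukocyte-like cells, and after thinning to 3000 UMIs in 0.424%, 2.31% and 0.223%, at the median depths of 7032, 7248 and 5172 UMIs before it. The paralog Agtr1b had 0.443 CPM in VSMC2-like and 1.34 CPM in VSMC1-like cells, which argues against UMIs counted on it. In thinned cells the log2 ratio was -3.47, but only 7 VSMC2-like cells held a UMI, so its size rests in part on the prior. The shares after thinning, 0.424% against 2.31%, argue against depth as the whole explanation. Over all VSMC-like cells, those with a Gata4 UMI had 4.89 CPM of Agtr1a (50 UMIs) and those without 7.00 CPM, lower in 5 of 6 libraries. Fibroblast-like cells held 8.58 CPM of Agtr1a. The direction between the subclusters is opposite to the one that the paper reports between root and ascending aorta. The genotypes and the place of the VSMC-like cells in the aorta are unknown, so these values do not test the paper's measurement in LDS mice. Of the other transcripts that the paper names for a region, Carmn had a log2 ratio of -0.67 (lower in 6 of 6) and Meg3 of 0.48 (higher in 4 of 6), which was -0.13 in the clustering of log-normalized counts and 0.25 with cells marked as doublets removed.

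Libraries 2 and 6, which share 244 barcodes with each other and at most 8 with any of the rest, also differed from the rest in VSMC1-like cells. AY036118 was at 117 and 159 CPM, against 5.51 to 11.4 CPM, Gm42418 at 1559 and 1720.4 CPM, against 274 to 377 CPM, and ribosomal protein transcripts made up 11.7% and 11.2% of the UMIs, against 8.40% to 8.61%. Without integration, 1248 VSMC-like cells formed a cluster of which 99.0% came from these 2 libraries, which held 16.8% of all VSMC-like cells. The subclusters were compared within each library. Whether the sets follow a preparation day, a sequencing run or a genotype is not known, and no biological explanation was tested. Xist was counted in each library, at 419.6 to 618 CPM, and Sm3_intact had 0 UMIs in all 6.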
